A study of Mus musculus with 4 samples. Its data were reported in "FMRP regulates mRNAs encoding distinct functions in the cell body and dendrites of CA1 pyramidal neurons" (2021).

How the data were processed

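The samples were 4 replicate libraries of cTag-PAPERCLIP from the CA1 neuropil of mouse hippocampus. CA1 is a hippocampal field of pyramidal neurons whose cell bodies form a dense layer, and the neuropil beside that layer holds mainly their dendrites together with axons and glia. In cTag-PAPERCLIP, mice that carry a Cre-dependent GFP tag on the poly(A)-binding protein Pabpc1 were crossed to a Camk2a-Cre line, so that the protein was tagged in excitatory neurons. RNA crosslinked to the tagged protein by ultraviolet light was purified through GFP, and the recovered fragments (tags) mark the 3′ ends of the mRNAs. The labels put all 4 libraries in 1 group and number them 1 to 4. No other group was analysed here.

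The authors deposited tag counts, which are whole numbers that have not been normalized, for 1-base polyA sites with a strand and a gene name. Per the study's methods, tags were clustered into polyA sites with the CTK package. Neuropil sites with tags in more than 1 experiment were kept for later steps. Those methods name mm10 gene models for the sequencing of total and ribosome-bound RNA, and no build for the polyA sites. The deposited counts per site also included sites with a tag in only 1 replicate, and no site had 0 tags in all replicates. Judging from its name, the table counts neuropil tags that overlap sites found earlier in Camk2a-expressing cells of whole hippocampus. The aligner, the treatment of tags that match several places, and whether duplicate tags had been collapsed were not stated for this table. Tags at repeated sequences can therefore be placed at any of several copies, and a high count at such a site does not locate the RNA.

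The build was compared with the reference before coordinates were used. None of the 9294 sites on chromosomes 1 to 19, X and Y lay past the end of its GRCm38 chromosome, which is the mm10 assembly. Of these sites, 7112 (76.5%) lay inside the GENCODE vM21 gene of the same name on the same strand, and 2065 carried a vM21 name but lay outside that gene. Names in the table were used as given, and the vM21 gene at the site is stated where it differs. The remaining 3 sites on unplaced scaffolds were not annotated. A single site had no gene name. A further 21 sites carried a calendar date in place of a gene symbol, of which 19 lay in a vM21 gene of the Sept or March families, as happens when a spreadsheet converts such symbols.

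Sites were assigned to the first matching class among 3′UTR, coding exon, 5′UTR, noncoding exon, intron and between genes, on the strand of the site. The sequence within 50 bases upstream was searched for AATAAA or ATTAAA. A site was called Bc1-like when at least 10 of the 63 words of 12 bases in the first 74 bases of the Bc1 gene (a short noncoding RNA, chromosome 7, positions 144914470 to 144914637, plus strand) occurred within 75 bases on either side of it. GC content was taken over 100 bases on either side. Shares are percentages of the tags of a replicate and are given as mean ± SD over the 4 replicates. Confidence intervals for a share in a single replicate are 95% Wilson intervals. A count of 0 allows a share of up to 3 tags of the total, which came to 0.0187%, 0.0454%, 0.0504% and 0.0492% for replicates 1 to 4. Intervals, limits and the tests on tags below cover counting error only, because tags amplified by PCR are not independent molecules.

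Design and tests were fixed before the data were examined. The number of sites with tags in more than 1 replicate was compared with 1000 shuffles of each replicate over the sites of the table. Co-detection in the 6 pairs of replicates was tested with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment. Correlations between replicates were Pearson's r and Spearman's rho across sites, the former on log2 values of tags scaled to the same total per replicate with a pseudocount of 1. Sites are not independent replicates, so these were not tested. For genes with more than 1 site seen in more than 1 replicate, the log2 ratio of tags at the most distal to tags at the most proximal site was tested over replicates with an exact sign-flip permutation test, two-sided, whose smallest p with 4 replicates is 0.125. Differences in site usage between replicates were tested for genes with at least 20 tags by a permutation test of the chi-square statistic with 10000 resamples and Benjamini-Hochberg adjustment, and a gene was counted when its adjusted p was under 0.05. PolyA signals were compared between sites seen in more than 1 replicate and sites seen in 1 replicate with Fisher's exact test, two-sided.

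Genes and sites to be named were chosen by a rule set in advance. They were the genes the study names for 3′UTR localization or tested for dendritic presence by in situ hybridization, the 10 sites with the highest mean share among sites with tags in every replicate, the 5 genes with the smallest adjusted p for site usage (ties broken by chi-square), and lists of cell-type marker genes. The lists were pyramidal neuron (Camk2a, Ddn, Shank1, Dlgap3, Map2, Arc, Psd, Camk2n1, Ppp3ca, Nrgn), astrocyte (Gfap, Aqp4, Slc1a2, Slc1a3, Aldh1l1, Gja1, Glul, Apoe) and interneuron (Gad1, Gad2, Sst, Pvalb, Npy, Vip, Slc32a1). Some genes and sites that meet this rule, and marker lists that contain such genes, are not reported here and enter no count of named results. Other names in the text were chosen after their values were seen.

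Alternatives included stricter replicate and tag minimums, thinning to equal depth, another pseudocount, other site filters, another class order, other signal windows and leaving out each replicate. Those that use Bc1-like sites, vM21 gene names, a signal on either side of the site, or sites chosen by the other 2 replicates were added after seeing the data, as were the fits without one replicate for tag totals, context, markers and site shares. A whole-hippocampus value per site was not used here, so the 2 planned comparisons of neuropil with whole cells were not run. Cell-body libraries were not analysed here.

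Analyses were run in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and pysam 0.24.0. The tests were tried on simulated data first. Of 200 simulated genes with changed site usage, 189 (94.5%) were recovered, and 3 of 196 tested genes with unchanged usage were called. When sites were detected independently in 4 simulated replicates and only sites with a tag were listed, the median log2 odds ratio of co-detection was -1.02 over the listed sites and -0.07 over sites with a tag in the other replicates.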

Results

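The 4 CA1 neuropil cTag-PAPERCLIP libraries gave 34672 tags at 9297 polyA sites with 7202 gene names in the table. Replicates 1 to 4 held 16017, 6609, 5947 and 6099 tags (8668 ± 4908 per replicate, SD, n = 4). Tags were found at 4824, 2673, 3534 and 3233 sites, respectively (3566 ± 911, SD, n = 4). Counts per site were low. Across the 4 replicates together 5322 sites (57.2%) had 1 tag and 481 sites had at least 10 tags, so most single sites could not be compared between replicates at this depth. Leaving out replicate 1 moved the mean total the most, to 6218 ± 347 tags.

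The first question was how far the replicates recovered the same 3′ ends, since the study kept neuropil sites seen in more than 1 experiment. Of the 9297 sites, 6114 had tags in 1 replicate, 1855 in 2, 872 in 3 and 456 in all 4. The 3183 sites seen in more than 1 replicate made up 34.2% of sites, carried 77.8% of tags and had 2932 gene names. Shuffling each replicate over the table gave 4623 ± 24.8 such sites (mean and SD of 1000 shuffles). The table lists only sites with at least 1 tag, and this by itself makes shuffled replicates overlap more than independent ones. A model of independent detection with an equal chance for every site, conditioned on listing, gave 5283, 3136, 803 and 75.1 sites in 1, 2, 3 and 4 replicates. The model total for more than 1 replicate was 4014, above the 3183 observed. Observed sites were 6.07 times as many as this in all 4 replicates and 0.592 times as many in 2 replicates. The requirement of tags in all 4 replicates changed the count the most, to 456 sites, and without replicate 1 the count was 1922.

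**Figure D1:**
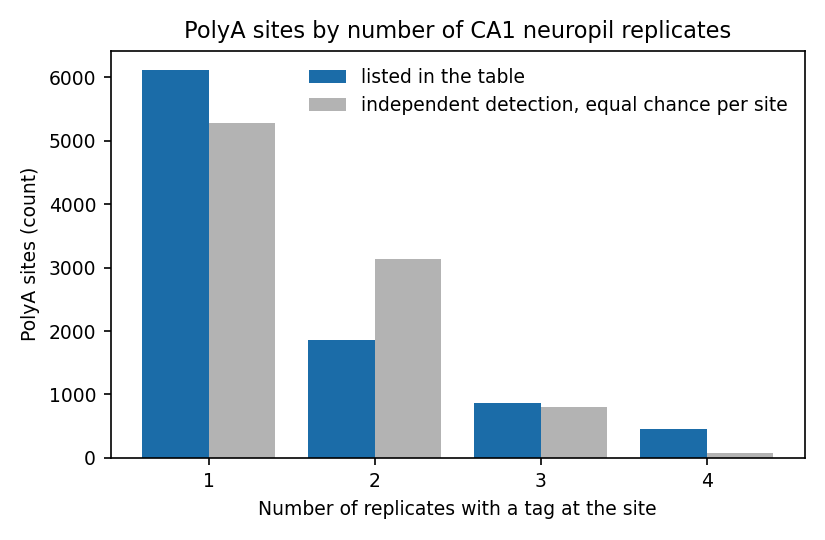
Number of polyA sites (vertical axis, count) by the number of CA1 neuropil replicates with a tag at the site (horizontal axis), as listed in the table (blue) and under independent detection with an equal chance per site, conditioned on listing (grey). Sites in all 4 replicates numbered 456, against 75.1 under independence, and sites in 2 replicates numbered 1855 against 3136.

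Over the sites of the table, all 6 pairs of replicates had a log2 odds ratio of co-detection below 0. It ran from -1.20 for replicates 1 and 3 (1386 sites in both against 1834 expected over the listed sites, Fisher's exact test, adjusted p = 2.6e-81) to -0.05 for replicates 2 and 4 (916 against 930, adjusted p = 0.532), and 4 pairs had an adjusted p under 0.05. Listing only sites with a tag lowers these values by construction. The simulation of independent detection gave a median of -1.02 over the listed sites, so values below 0 do not show that replicates avoided each other's sites. The direction depended on which sites were counted. Among sites with a tag in either of the other 2 replicates, a choice made after seeing the data that frees the pair from the listing rule, all 6 pairs had log2 odds ratios above 0, from 1.84 for replicates 2 and 3 to 2.70 for replicates 1 and 2, with Fisher's exact adjusted p from 1.29e-169 to 5.47e-93. With at least 2 tags per replicate the ratios were also above 0 in all 6 pairs.

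**Figure D2:**
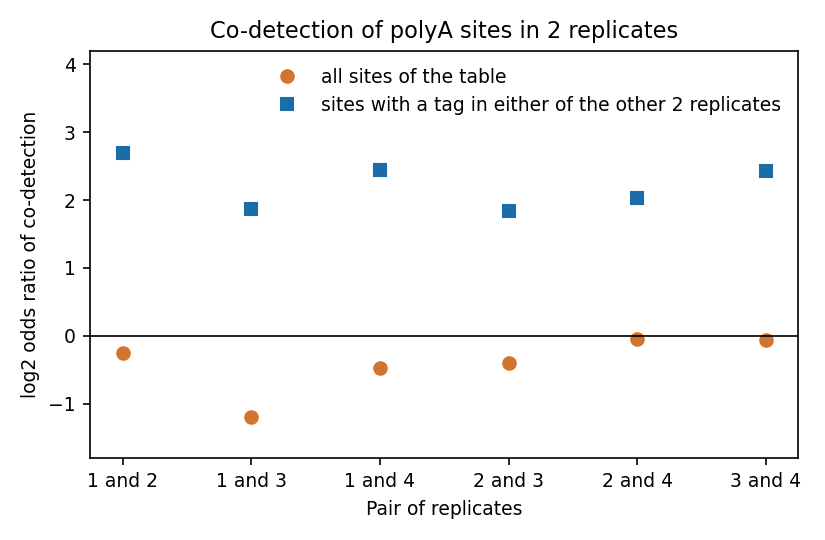
Log2 odds ratio of co-detection (vertical axis) for each of the 6 pairs of replicates (horizontal axis), over all sites of the table (orange circles) and over sites with a tag in either of the other 2 replicates (blue squares). The circles lie between -1.20 and -0.05 and the squares between 1.84 and 2.70.

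Pearson's r of log2-transformed normalized tags across all sites ran from -0.11 to 0.07 over the 6 pairs, with a median of 0.03. Across sites with a tag in either of the other 2 replicates it ran from 0.30 to 0.46, with a median of 0.38. These are correlations across sites, which are not independent replicates. No pair of libraries was a duplicate. At sites with at least 10 tags in a pair, the chi-square statistic per degree of freedom was 2.57 for replicates 3 and 4, the most alike pair, and from 13.3 to 20.8 for the other 5 pairs, where 1 is the value of sampling noise. Without Bc1-like sites it was 2.50 for replicates 3 and 4, 4.69 for replicates 1 and 2, and from 8.11 to 11.1 for the 4 remaining pairs.

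By vM21 annotation, 7109 sites (76.5%) lay in a 3′UTR, 1424 (15.3%) between genes, 492 (5.29%) in an intron, 245 (2.64%) in a noncoding exon, 22 in a coding exon and 2 in a 5′UTR. Of sites seen in more than 1 replicate, 88.6% lay in a 3′UTR. By tags, the 3′UTR share was 73.8% ± 9.29 (SD, n = 4), and the share between genes was 12.6% ± 4.56. The intron share was 10.8% ± 11.2, a spread set by replicate 1 at 27.2% against 2.47% to 8.28% in the others, and without replicate 1 it was 5.30%. Noncoding exons held 2.71% ± 2.06 of tags, or 1.70% without replicate 1, and coding exons held 0.0813% ± 0.0654, or 0.0524% without replicate 3 and 0.0221% at sites in more than 1 replicate. With Bc1-like sites left out, the 3′UTR share was 84.6% ± 7.67 and the intron share 3.22% ± 2.14. Replicate 1 then no longer stood apart. The 3′UTR share was 90.4% and 91.4% in replicates 1 and 2, and 75.1% and 81.7% in replicates 3 and 4. For introns it was 1.67% and 1.54% in replicates 1 and 2, and 6.11% and 3.57% in replicates 3 and 4.

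The listed positions lay just upstream of annotated 3′ ends. Of the 3887 sites within 100 bases of the end of the vM21 gene of their name, 3860 (99.3%) lay upstream of it, by a median of 24 bases. The hexamer AATAAA, the main polyA signal, started most often 2 bases upstream of the listed position (666 sites), and 76.9% of its occurrences within 80 bases on either side started between 15 bases upstream and 10 bases downstream. AATAAA or ATTAAA was found within 50 bases upstream at 24.4% of the 3182 annotated sites seen in more than 1 replicate (95% Wilson interval 23.0% to 25.9%) and at 33.3% of the 6112 seen in 1 replicate (32.1% to 34.5%), a difference of -8.88 percentage points (Fisher's exact test, p = 4.97e-19). When the search covered 50 bases on either side, the direction reversed, at 84.3% (83.0% to 85.5%) and 74.9% (73.8% to 75.9%), a difference of 9.42 percentage points (Fisher's exact test, p = 2.77e-26).

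**Figure D3:**
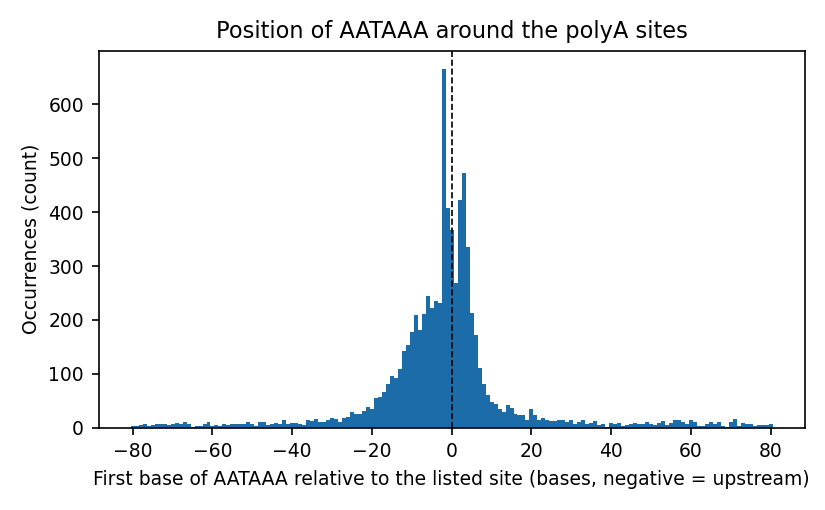
Occurrences of AATAAA (vertical axis, count) by the position of its first base relative to the listed polyA site (horizontal axis, bases, negative values upstream), over the annotated sites. The highest bar, 666, lies 2 bases upstream of the listed position, so a window that ends at the site misses many signals.

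Among sites with tags in every replicate, the highest mean share belonged to the site named Hdac8 (chromosome X, position 102296910, minus strand, an Hdac8 intron in vM21), at 7.26%, with an SD above the mean (n = 4). It took 4030 tags or 25.2% (95% Wilson interval 24.5% to 25.8%) of replicate 1, 1 tag of replicate 2, 134 tags or 2.25% (1.91% to 2.66%) of replicate 3 and 99 tags or 1.62% (1.34% to 1.97%) of replicate 4. Without replicate 1 its mean share was 1.30% ± 1.15. The sequence around it is Bc1-like and had no polyA signal within 50 bases on either side. The other sites named here lay in 3′UTRs and had a polyA signal in that window. They were Fbxl16 at 0.929% ± 0.616 (chromosome 17, position 25821240, plus strand), Kif5a at 0.866% ± 0.914 (chromosome 10, position 127225715, minus strand), and Fth1, Snap25, Jph4, Tmsb4x, Hbb-b1 and Cnih2 with mean shares from 0.377% to 0.463%. The SD was smallest relative to the mean for Tmsb4x, at 0.404% ± 0.0928 (chromosome X, position 167207117, minus strand). Kif5a took 2.10% of replicate 2 but 0.164% of replicate 4, whereas Snap25 took 0.0454% of replicate 2 and 0.935% of replicate 4, with Wilson intervals that did not overlap in either case. Without replicate 2 the mean shares of Kif5a, Jph4 and Cnih2 fell to 0.453%, 0.129% and 0.216%. The mean share was 0.281% for Snap25 without replicate 4 and 0.185% for Hbb-b1, which is Hbb-bs in vM21, without replicate 3. Hbb-b1 is a haemoglobin gene, its site held 96 tags in all, and no marker list reported here covers blood.

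**Figure D4:**
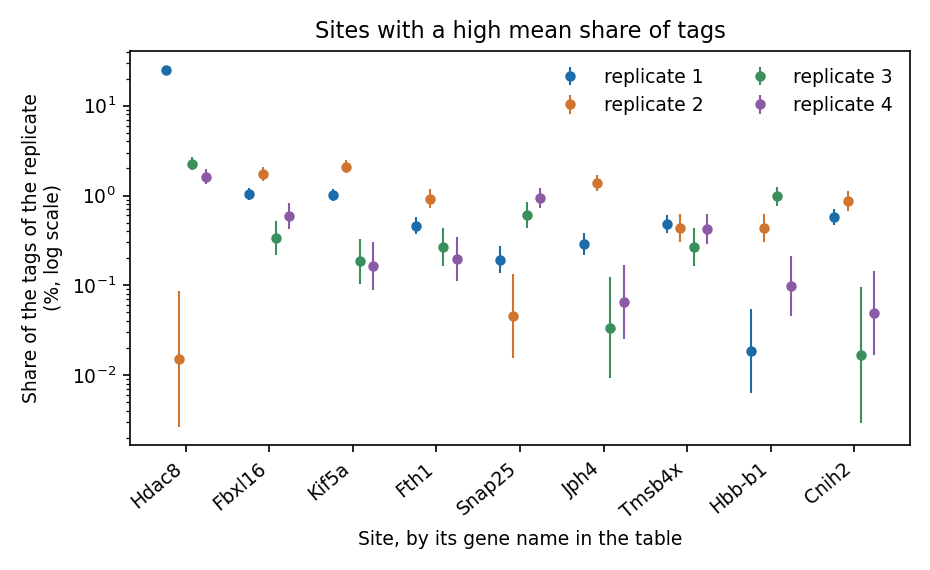
Share of the tags of each replicate (vertical axis, percent, log scale) at 9 sites with a high mean share among sites with tags in every replicate (horizontal axis, gene names of the table), with 95% Wilson intervals as bars. The site named Hdac8 ranged from 0.0151% in replicate 2 to 25.2% in replicate 1, while Tmsb4x stayed between 0.269% and 0.481%.

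The study asked which 3′UTR isoforms are present in dendrites. The most distal and most proximal sites of a gene were compared whether they lay in one 3′UTR or in separate regions, such as an intron and a 3′UTR, so the distal share is not a measure of 3′UTR length. In the neuropil, 215 genes had more than 1 site seen in more than 1 replicate, of which 186 had 2 sites. The number was 80, 137, 116 and 113 without replicates 1, 2, 3 and 4, and 1560 over all sites of the table. With vM21 gene names in place of those of the table it was 166, so part of the 215 depends on names. The most distal and most proximal sites lay a median of 1504 bases apart, and in 46 genes more than 10 kb apart. The most distal site held 834 tags and the most proximal 584 in replicate 1, 550 and 235 in replicate 2, 362 and 270 in replicate 3, and 476 and 308 in replicate 4. The log2 ratio was 0.51, 1.23, 0.42 and 0.63, above 0 in 4 of 4 replicates, with a mean of 0.70 ± 0.36 (SD). The mean was 0.46 without replicate 3, 0.48 without the 10 genes with the most tags, where the highest replicate stood at 0.58, and 0.36 for sites with at least 5% of the tags of their gene. The exact sign-flip permutation test gave p = 0.125, two-sided, the smallest that 4 replicates allow. The distal share was 61.7% ± 5.74 (SD, n = 4). Over single genes, 117 had more distal tags and 69 had more proximal tags. The lowest distal share under any alternative was 56.1%, for sites with at least 5% of the tags of their gene. That alternative covered 1522 genes, so it was not limited to sites seen in more than 1 replicate. All sites of the table, with 1560 genes, gave 56.6%. A cell-body library was not analysed here, so these shares describe the neuropil alone.

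Site usage was next compared between replicates. The test sets differences between libraries against the sampling of single tags, and treats tags as independent molecules, so a low p can also reflect amplification or library preparation. Of 50 genes with at least 20 tags, 13 had an adjusted p under 0.05 in the permutation test. With a minimum of 50 tags 6 of 17 genes did, and fits without one replicate gave 4 to 6 genes, 1 of the 6 without replicate 3 not among the 13. With all listed sites, 16 of 101 genes did, 11 of them among the 13, and with vM21 names 9 of 39, 7 of them among the 13. The genes with the smallest p, which is also the smallest that 10000 resamples can give (p = 1e-04, permutation test, adjusted p = 0.00125), included the group named Mir6982, Camk2n1 and Actb. Nf1 came after them (permutation test, adjusted p = 0.003).

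All 4 sites named Mir6982 lay in the 3′UTR of Camk2a in vM21 (chromosome 18, plus strand), and no site carried the name Camk2a. The site at 60986400 held 69 of 152 tags (45.4%) of this group in replicate 1, but 1 of 24 in replicate 2, 1 of 12 in replicate 3 and 0 of 27 in replicate 4. The site at 60987975 held 43.4%, 54.2%, 83.3% and 96.3% in replicates 1 to 4. In Camk2n1 (chromosome 4, plus strand) the distal site at 138458121 held 17 of 34 tags in replicate 1, 8 of 8 in replicate 2, 15 of 16 in replicate 3 and 25 of 25 in replicate 4. In Actb (chromosome 5, minus strand) the proximal site at 142903769 held 1 of 6 tags in replicate 1, 0 of 5 in replicate 2, 17 of 22 in replicate 3 and 16 of 18 in replicate 4. In Nf1 (chromosome 11, plus strand) an intron site at 79496621 held all 10 tags at these sites in replicate 3 and all 14 in replicate 4, and a 3′UTR site at 79581591 held the 2 tags of replicate 1 and the 1 tag of replicate 2.

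**Figure D5:**
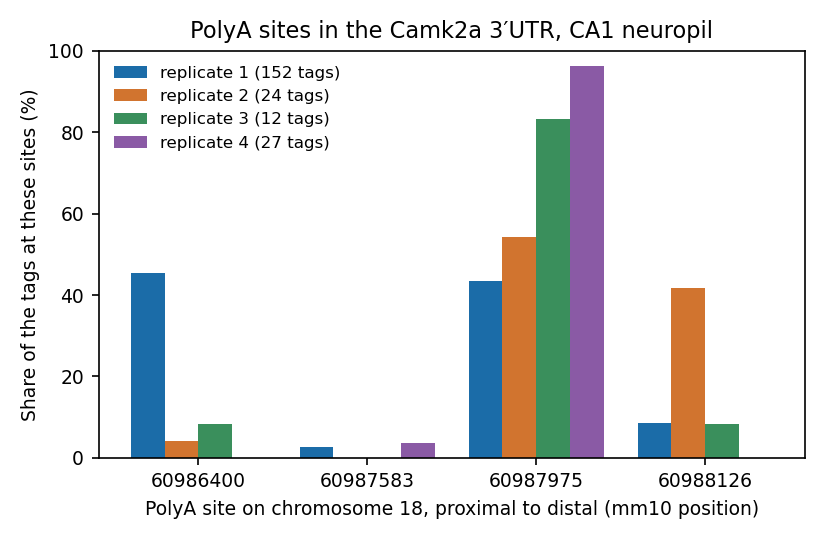
Share of the tags of each replicate (vertical axis, percent) at the 4 sites named Mir6982 in the table, which lie in the Camk2a 3′UTR (horizontal axis, mm10 position on chromosome 18, proximal to distal). Bars are single replicates, with the number of tags in the legend, and the site at 60987975 runs from 43.4% in replicate 1 to 96.3% in replicate 4.

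The genes reported here that the study names for localized isoforms had few tags. Fbxo31 had 1 tag, Vapb 2 and Ankrd11 2, each below the 3 tags taken as the floor, so their isoform ratios could not be measured at this depth. Cnksr2 had 16 tags at 5 sites. The only Cnksr2 site seen in more than 1 replicate, with 12 tags (5, 1, 1 and 5), lay at position 157815318 of chromosome X on the minus strand, 6.12 kb past the end of the vM21 gene. A pair of sites inside the annotated gene (157832768 and 157832903) had 1 tag each. Anks1b had 14 tags at 5 sites within its 3′UTR, and no tag in replicate 2. Among genes studied by in situ hybridization, Ppp1r9b had 68 tags (0.214% ± 0.245, SD, n = 4), of which 38 were in replicate 2, and its mean share was 0.0932% without that replicate. Map2 had 64 tags (0.203% ± 0.0877), Rbfox2 15, Myo5a 12, Lrrc7 9 and Kmt2d 4. Of the Lrrc7 tags, 2 at position 158067210 and 1 at 158067579 of chromosome 3 (minus strand) lay in a noncoding exon of the vM21 gene B230334C09Rik, 15.7 and 15.3 kb past the end of Lrrc7. Map2 was detected at 1 site (chromosome 1, position 66442559, plus strand), in the 3′UTR.

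Tags of cell-type marker genes were summed to describe the source of the RNA. The pyramidal neuron list held 1.27% ± 0.298 of tags (SD, n = 4), with 453 tags over 9 of its 10 genes. With the sites named Mir6982 counted as Camk2a through vM21 names, it held 1.75% ± 0.534, the alternative that moved this share the most. The astrocyte list held 0.189% ± 0.0751 (76 tags, 26 of them Slc1a2 and 5 Gfap). The interneuron list held 0.115% ± 0.0982 (33 tags), of which 22 were named Npy. A site with 17 of these Npy tags lay 103 kb past the end of that gene, and by vM21 names the list held 0.0506% ± 0.0149. Without replicate 4 its share was 0.0716%. The pyramidal neuron share was above the astrocyte and interneuron shares in every replicate. This order does not measure how pure the RNA was. Judging from the name of the table, only tags at sites found in Camk2a-expressing cells were counted, which would itself favour the pyramidal neuron list. The lists also differ in their number of genes and leave out other sources such as blood.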

Values the study reported

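The study reported 4 cTag-PAPERCLIP replicates made from 3 to 14 mice each. Combining polyA sites with splice junctions, it found multiple 3′UTR isoforms for 3700 genes in pyramidal neurons that express Camk2a. Comparing ribosome-bound RNA of neuropil and cell bodies, it listed 219 genes with differentially localized 3′UTR isoforms.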

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

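The search for Bc1 words and the test of the replicate 1 total without Bc1-like sites were chosen after these results were seen. Among 26 reported results with a value in each of the 4 replicates, 2 had a replicate whose gap to the nearest other replicate exceeded the critical share of the range for 4 samples, where chance alone gives 1.3. The labels name no difference between the replicates, so no biological explanation was tested for either of the 2.

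Replicate 1 held 16017 tags, and its gap to the nearest replicate was 0.934 of the range. Bc1-like sites alone do not account for this. Without them replicate 1 still held 10752 tags, against 5832, 5793 and 5973 in replicates 2 to 4, and the gap was 0.964 of the range. What remains open is a difference in the amount of tissue, in sequencing or in the collapsing of duplicate tags, since the labels do not give the number of mice or reads per replicate.

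The site named Hdac8 took 25.2% of the tags of replicate 1, with a gap of 0.911 of the range. An ordinary mRNA 3′ end is argued against for this kind of site, because 7.14% of the 112 Bc1-like sites had a polyA signal within 50 bases on either side, against 79.0% of the 9182 other sites (Fisher's exact test, two-sided, p = 2.37e-59). The Hdac8 site itself holds 51 of the 63 words of the Bc1 sequence on its strand. A candidate explanation is that tags of Bc1 RNA, or of repeats that carry its sequence, were placed at this genomic copy. Whether the RNA was Bc1 itself or a transcript of the copy stays open, because the table holds counts and not the tag sequences. Why replicate 2 had 1 tag at this site and 777 tags at Bc1-like sites in total was not tested. The site named Mir5104 (chromosome 10, position 8778607, plus strand), picked out after its values were seen, holds all 63 words and took 239 tags of replicate 2 and 0 of each other replicate. Placement of the same sequence at different copies in different libraries could give this, with 51 words at one site and 63 at the other.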

How the results depend on the processing

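The alternatives that use Bc1-like sites, sites with a tag in either of the other 2 replicates, a signal on either side, or vM21 gene names were chosen after seeing the data. Of 102 recomputed values of the results that answer a comparison, leaving out 10 that the alternative left identical, 75 kept their direction, their side of the threshold or their size within the spread between replicates. The 130 values recomputed for single genes and sites did so, but the spread of single shares was wide, and genes below the minimum for the test are missing from this count. For mean tag totals and mean shares of classes, marker lists, genes and sites, leaving out a replicate cannot move the mean beyond that spread. The mean total fell from 8668 to 6218 tags without replicate 1 and still counted as kept. Such values were bound to be kept in both counts, so they do not show that a result is robust. Site usage of Nf1 was not testable without any one replicate or with at least 50 tags, and that of Camk2n1 not without replicate 1 or 3. These calls were not shown to hold there.

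The number of sites in more than 1 replicate, 3183, was 1328 with tags required in 3 replicates, 456 in all 4 and 1009 with at least 2 tags per replicate. These are stricter by construction. Thinned to equal depth it was 2474, and it ran from 1922 (without replicate 1) to 2507 across the 4 fits that each left out one replicate.

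Co-detection reversed in all 6 pairs under 2 alternatives. With at least 2 tags per replicate the log2 odds ratios were 3.12, 2.05, 2.52, 2.21, 2.43 and 3.12 for replicates 1 and 2, 1 and 3, 1 and 4, 2 and 3, 2 and 4, and 3 and 4. Among sites with a tag in either of the other 2 replicates they were 2.70, 1.86, 2.44, 1.84, 2.04 and 2.42 in the same order. Listing only sites with a tag lowers the value over the table by construction, to -1.02 in the simulation of independent detection. In the same simulation the second alternative gave -0.07. The median correlation of 0.03 moved to 0.38 among sites with a tag in the other replicates, and stayed between 0.02 and 0.08 under the other 3 alternatives. Single pairs moved more than this median: at sites with at least 10 tags over the 4 replicates they ran from -0.23 to 0.47, against -0.11 to 0.07 over all sites, with 0.30 for replicates 1 and 2 and 0.47 for replicates 3 and 4.

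The distal share stayed above 50% in all alternatives, from 56.1% (sites with at least 5% of the tags of their gene, 1522 genes) to 63.2% (vM21 gene names). In none of these could 4 replicates reach a p under 0.05. Of the 13 genes with different site usage, 6 were found with at least 50 tags per gene, where 17 genes were tested. Across the 4 fits that each left out one replicate 4 to 6 genes were found, with 23 to 34 tested, and the 4 came without replicate 4.

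The 3′UTR share was 84.6% without Bc1-like sites, because these lie mostly in introns or between genes. The coding exon share was 0.160% when coding exons came before 3′UTRs. The difference in polyA signals was 9.42 percentage points with the search on either side of the site, reversed from -8.88. AATAAA started most often at or near the listed position, so the upstream window missed many signals and its difference does not measure how often sites have one. Why that window missed more of them at sites seen in more than 1 replicate was not tested. The pyramidal neuron share was 1.63% at sites in more than 1 replicate, which carried 77.8% of tags. The smaller total raises the share of a kept site by construction. Map2, with 1 such site, went from 0.203% to 0.269%. Whether this accounts for the whole rise of the list was not tested. The share was 1.75% with vM21 names, which assign the sites named Mir6982 to Camk2a.

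The planned restriction to sites with a tag in any replicate changed nothing, since the table lists no others. The 2 comparisons of neuropil with whole cells were not run. Depth limited the results for single genes. Of 9297 sites, 5322 had 1 tag in all, and 50 genes with more than 1 site seen in more than 1 replicate reached 20 tags.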

Other observations

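All tests in this part were chosen after the result was seen, apart from the test of site usage against GC content.

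The 4 libraries differed in composition. Among sites with at least 10 tags in the other 2 replicates, the rank correlation between replicates was 0.73 for 1 and 2, 0.63 for 3 and 4, and 0.00, 0.10, -0.05 and -0.05 for 1 and 3, 1 and 4, 2 and 3, and 2 and 4. Unequal depth is argued against as the whole cause for 4 of the 6 pairs. At 2973 tags per draw (20 draws) the median over pairs was 0.06 (0.0611), while 2 random equal parts of one replicate gave 0.507 to 0.742. The thinned values were 0.583 for replicates 1 and 2 and 0.517 for replicates 3 and 4, inside that range. They ran from -0.04 to 0.09 for the other 4 pairs, the only pairs to which this argument applies. GC content as the whole cause is argued against as well. The share of a site rose with GC content in replicates 1 and 2 (rho = 0.10 and 0.24, permutation p = 0.0341 and 1e-05 over 450 sites, two-sided, the latter the smallest that the permutations can give) and fell in replicates 3 and 4 (rho = -0.17 and -0.20, permutation p = 0.00033 and 2e-05). With this trend taken out, the lowest correlation of a pair was -0.04 (-0.0381) and the highest 0.73. Choosing sites by 2 unlike replicates can itself lower the correlation of the other pair, and an earlier form of both tests on sites with at least 10 tags in total was replaced for a similar reason. A batch of library preparation could give such a split and stays open with values as low as -0.0381, because the labels name no batch and no biological difference between replicates, and none was tested.

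Bc1-like sequence lay at 112 sites with 6322 tags, which made up 32.9%, 11.8%, 2.59% and 2.07% of replicates 1 to 4. Without the site named Hdac8 the share in replicate 1 was 7.71%. Of these sites, 108 lay in introns or between genes and 2 in 3′UTRs. The Bc1 gene itself (chromosome 7, positions 144914470 to 144914637) holds a site that the table names Fgf15, a gene whose vM21 end is 13.6 kb away. It had 755, 0, 6 and 12 tags. Both names here were picked out after their values were seen. Repeat sequence that collects tags in either orientation is argued against, since 112 sites lay in sense copies and 0 in antisense copies. An RNA that carries the Bc1 sequence, bound by the tagged protein through its A-rich part or carried along in the purification, may be the source of these tags. Background from the purification stays open, because no library from mice without the tag was used here.

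A further 10 sites lay beside mouse genome sequence that resembles the 3′ end of primate Alu repeats. They had 2, 0, 108 and 188 tags in replicates 1 to 4, or 1.82% and 3.08% of replicates 3 and 4. All 10 lay in the sense orientation and 9 lay between genes. Reads from another organism could give this pattern, but with 10 sites, and no other genome compared here, such reads and mouse sequence with a similar end cannot be told apart. No biological explanation was tested.

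GC content was also tested as a cause of the differences in site usage between replicates. In 19 of 50 genes (38%) the site favoured in a replicate lay in the direction of the GC trend of that replicate (exact binomial test, two-sided, p = 0.119). Among the 13 genes with an adjusted p under 0.05, 6 did. Of the 50 genes most had no such difference, and 13 genes are too few to decide, so an effect of GC content and other causes cannot be told apart here. The reading of this test was settled only after its value was seen. The cause of the usage differences stays open, and no biological explanation was tested.

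The number of genes with more than 1 site seen in more than 1 replicate was 215, from 80 to 137 without one replicate, 166 with vM21 gene names, and 1560 over all sites of the table. Each is lower than the number of genes with more than one isoform quoted from the study above. That number is not a like count, since it also drew on whole hippocampus and on splice junctions.

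Gene names in the table can mislead. The 21 sites with dates for names held 69 tags, and the sites of Camk2a were found only under Mir6982, with 215 tags by vM21 names.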
